A study of Homo sapiens with 6 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

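Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters preferentially into open DNA, in primary human pulmonary artery endothelial cells (PAEC). Before the assay, the cells received adenovirus carrying either a permanently active form of the kinase MEK5 (caMEK5) or, as control, green fluorescent protein (GFP). Per the labels, there were 3 caMEK5 samples and 3 control samples, named replicates A to C in each group. Nuclei from 100000 cells per sample were treated with 5 µl of TDE1 transposase for 30 min at 37 °C.

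The authors processed the paired-end reads with the Kundaje Lab ATAC-seq pipeline, which aligns the reads, adjusts them to the transposase insertion site and calls peaks with MACS2. They then combined the accessible regions of caMEK5 and GFP cells into a single union set. The deposited table used here held 3 columns, the chromosome, start and end of each region, with no score, height or read count for any sample. The threshold of the peak calls and the rule by which overlapping peaks were combined are not stated. According to their methods, the authors counted reads in the regions with DiffBind and tested them with DESeq2. That test was planned here for read counts and was not run, because the coordinates carry no value per sample. The comparison of caMEK5 with control, the split of regions into those that gained and those that lost accessibility, and every motif comparison between such regions were therefore not analysed here. The coordinates do not carry the sequencing depth of the samples, and the read totals the study gives for each sample were not used here. No value below has a replicate error.

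The coordinates were taken as GRCh37 (hg19), because the study names a blacklist of that build and because some regions end beyond the length of their chromosome in the later build. They were read with the GRCh37 primary assembly and GENCODE release 44 mapped to GRCh37. Each region was annotated by its centre, following the definitions of HOMER, in this order of priority: promoter-TSS (1000 bp upstream to 100 bp downstream of a transcription start site, TSS), TTS (100 bp upstream to 1000 bp downstream of a transcript end), coding exon, 5′ UTR, 3′ UTR, non-coding exon, intron and intergenic. The same classes were assigned to every known base of the genome as background. Distances were taken from the region centre to the nearest annotated TSS. The promoter of a gene was that of its canonical transcript.

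For 5 transcription factor families, a region was scored as holding a motif if either strand had at least 1 match to a consensus. These were CCMCRCCC for KLF, TGASTCA for AP1, MGGAAGT for ETS, YTAWWWWTAR for MEF2 and RTGACNNNGC for NRF2, where M is A or C, R is A or G, S is C or G, Y is C or T, W is A or T and N is any base. The background was windows of the same width 2000 bp to each side of a region that overlapped no region and held no unknown base. A further background was 1 random window per region, matched on width and on GC content in bins of 2%, drawn with seed 1 in up to 1500 rounds. Odds ratios were given with Woolf 95% confidence intervals and two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over the 5 motifs. Shares were given with Wilson 95% confidence intervals. These intervals cover counting error only and treat neighbouring regions as independent. For the 5 motifs over all regions, the number of autosomes that showed each direction was therefore given beside the intervals. The other odds ratios have no such count. Odds ratios of promoter and distal regions were compared by the difference of their logarithms.

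The motif scan and the odds ratio were tested on simulated data of 4000 intervals. All planted motifs were found (100%), and the odds ratio came out at 7.94 where the intervals were made with 8.87. With no planted effect, 197 of 200 simulated intervals held 1.

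Genes and regions named in the text followed a rule written before the data were examined. It listed 13 genes that the study follows, each with the region nearest to its TSS and the number of regions within 50 kb, together with the 3 widest regions. The consensus sequences, windows and most alternatives were also fixed at that point. Alternatives were windows 10000 bp to each side, GC matched windows, the central 200 bp, distal regions only (over 3000 bp from every TSS), a second consensus per motif, protein-coding genes only, other promoter limits, regions of at least 300 bp, regions closer than 200 bp merged, and chromosomes 1 to 22 only. Annotation by canonical transcripts only and the KLF consensus CCMCACCC were chosen after the data were seen. Nuclear copies of mitochondrial DNA were found with blastn 2.17.0 as matches of at least 200 bp and 80% identity. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.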

Results

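The study asked whether KLF transcription factors control the changes in accessibility that occur under laminar shear stress. As a gain of KLF function, caMEK5 was used to induce KLF2 and KLF4, and ATAC-seq was performed in 3 samples of PAEC transduced with caMEK5 and 3 transduced with GFP. The values here describe the union of the accessible regions of all 6 samples. As this set gives positions only, the difference between caMEK5 and control cells was not analysed here, and no read depth could be attached to any region. The results below concern where the accessible regions of these cells lie, which motifs they hold, and which of them lie at the genes the study follows.

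The union set held 191431 regions, of which 186581 were on autosomes. Together they covered 99.1 Mb, or 3.47% of the known bases of the genome. No pair of regions overlapped, although 11 pairs were directly adjacent and 8867 were separated by under 200 bp. The median gap between neighbours was 6318 bp. Merging regions closer than 200 bp left 182564 regions and moved the median width from 421 to 438 bp. Widths had an interquartile range of 278 to 655 bp, a mean of 518 ± 328 bp (SD over regions), a lower limit of 150 bp shared by 941 regions, and a maximum of 3211 bp. Among autosomes, the density of regions ranged from 51.3 per Mb on chromosome 4 to 101.2 per Mb on chromosome 19.

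Accessible regions were next annotated by the gene structure at their centre. Introns held 50.2% of region centres (95% confidence interval 50.003 to 50.451) and intergenic sequence held 25.3% (25.1 to 25.5). Both shares were below those of the genome's bases, at 0.969-fold and 0.703-fold. Promoter-TSS sequence held 13.97% (13.8 to 14.1), or 26737 regions, which was 3.07-fold over its share of bases. This share rose to 31.4% when promoters were taken as 3000 bp to either side of a TSS, the alternative that moved it most. The 5′ UTR class was small, with 0.423% of regions, but had the highest ratio to its bases, at 4.78-fold. Coding exons held 1.54%, 3′ UTR 1.07%, non-coding exons 1.964% and TTS 5.48% of centres. Promoter regions were wider than regions in introns, with a median width of 695 against 398 bp.

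**Figure D1:**
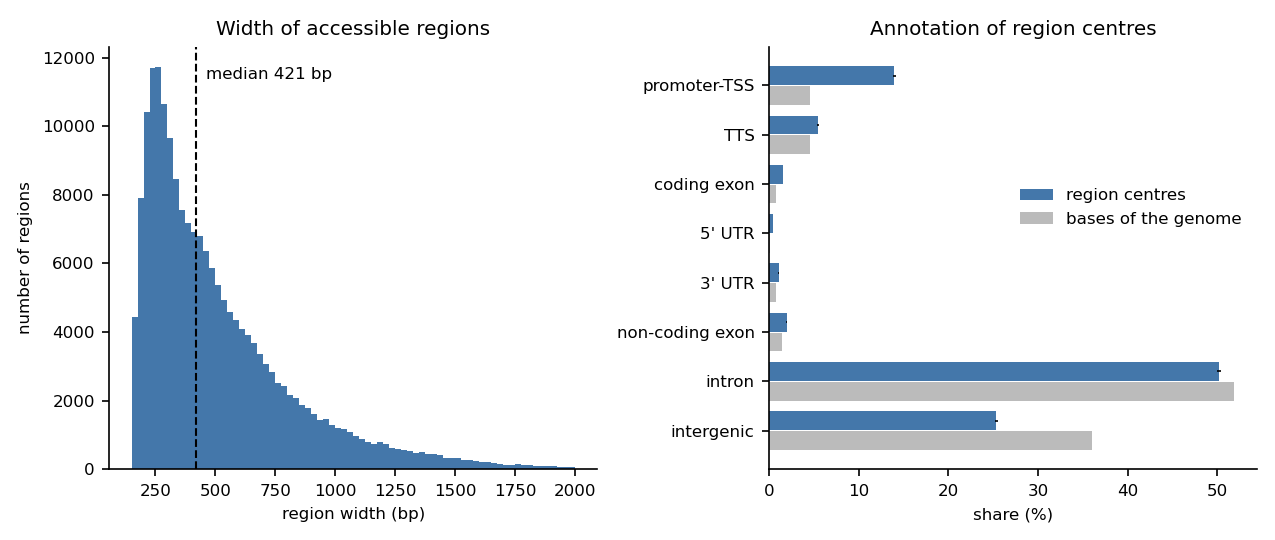
Left, number of accessible regions by width in bp, with the median of 421 bp as a dashed line; the axis ends at 2000 bp, beyond which lay 488 regions. Right, share of region centres (blue, with Wilson 95% confidence intervals) and of known genomic bases (grey) in each annotation class in percent, where promoter-TSS reaches 13.97% of centres against 4.55% of bases.

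The distance from a region to the nearest annotated TSS had a median of 7616 bp. Within 1 kb of a TSS lay 19.3% of regions (19.1 to 19.5), within 10 kb 57.0% (56.8 to 57.2), and within 100 kb 98.0% (98.0 to 98.1). The last of these fell to 84.6% when only TSS of protein-coding genes were used, the alternative that moved it most. Seen from the genes, 15116 of 19881 protein-coding genes (76.0%, 75.4 to 76.6) had a region at the promoter of their canonical transcript. A protein-coding gene had a median of 11 regions within 50 kb of its TSS, with an interquartile range of 7 to 14, and 581 genes had 0.

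The study's motif analysis concerned KLF, AP1 and ETS motifs, and its text also considers MEF2 and NRF2. Matches to a consensus of each family were therefore counted in all regions and in 347977 windows of the same widths 2000 bp away. The AP1 consensus was present in 22.5% of regions (22.3 to 22.7) and in 7.21% of windows, an odds ratio of 3.75 (3.68 to 3.81). The ETS consensus was present in 20.2% of regions (19.98 to 20.34) and 10.5% of windows, with an odds ratio of 2.15 (2.12 to 2.18). The KLF consensus was present in 22.02% of regions (21.8 to 22.2) and 15.5% of windows, with an odds ratio of 1.53 (1.51 to 1.56). The NRF2 consensus was present in 11.97% of regions (11.8 to 12.1) and 9.45% of windows, with an odds ratio of 1.303 (1.28 to 1.33). The share in regions was higher on 22 of 22 autosomes for each of these 4 motifs. The MEF2 consensus showed the opposite direction, with 6.03% of regions (5.92 to 6.13) and 11.7% of windows, an odds ratio of 0.484 (0.474 to 0.495), and a lower share in regions on all 22 autosomes.

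Regions were richer in G and C than these windows, with a mean GC content of 49.1% ± 9.51 against 43.3% ± 8.48 (SD over intervals). The comparison was therefore repeated with GC matched windows, which were found for 185471 regions (96.9%). The 5960 regions left without a window had a mean GC content of 71.2%. KLF matches were in 42147 of all 191431 regions but 37274 of the 185471 matched ones, so the regions left out were rich in them. The KLF value against GC matched windows does not cover these regions. Against GC matched windows the odds ratio was 4.02 for AP1 (3.93 to 4.10) and 2.07 for ETS (2.028 to 2.105), with a higher share in regions on 22 of 22 autosomes for both. The direction for KLF was reversed, with 20.1% of regions and 21.0% of windows, and an odds ratio of 0.944 (0.929 to 0.960, two-sided Fisher's exact test, p = 1.97e-12, adjusted p = 2.47e-12). KLF was higher in regions on 7 of 22 autosomes. The stricter KLF consensus CCACRCCC was also less frequent in regions than in the windows 2000 bp away, with an odds ratio of 0.921 (0.903 to 0.939). For MEF2 the odds ratio was 0.959 (0.934 to 0.985, Fisher's exact p = 0.00207, adjusted p = 0.00207), and 5 of 22 autosomes had a higher share in regions. For NRF2 it was 1.17 (1.15 to 1.20), with a higher share on 19 of 22 autosomes.

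**Figure D2:**
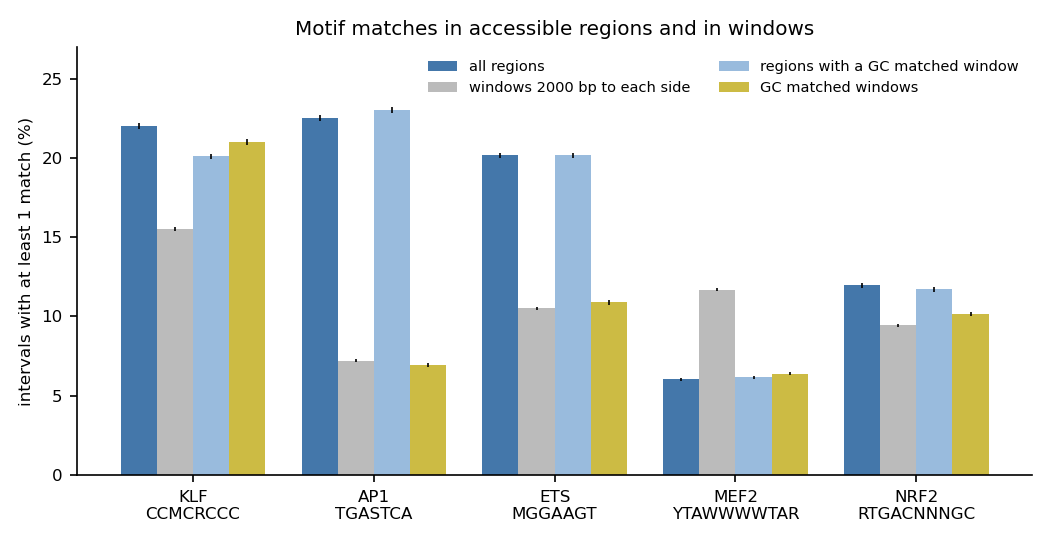
Percent of intervals with at least 1 match to the consensus under each name, for all regions, windows 2000 bp to each side, the regions that had a GC matched window, and those GC matched windows; error bars are Wilson 95% confidence intervals. AP1 stands at 22.5% of regions above both kinds of window, whereas KLF stands at 20.1% of matched regions and 21.0% of GC matched windows.

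As the study located most KLF4 binding away from promoters, KLF matches were compared between promoter-TSS regions and distal regions, each against its own GC matched windows. These values concern consensus matches rather than bound sites, so they do not test that location. Distal regions were 131354 of all 191431 regions. In promoter regions, 44.7% of 22779 held a match against 39.7% of windows, an odds ratio of 1.23 (1.18 to 1.27). GC matched windows existed for 85.2% of promoter regions. In distal regions, 15.1% of 130749 held a match against 17.2% of windows, an odds ratio of 0.857 (0.840 to 0.875). The distal odds ratio was 0.700 times that of promoters (0.670 to 0.730), an interval that excludes 1. With the consensus CCACRCCC the promoter odds ratio reversed to 0.849 (0.809 to 0.890), and the ratio of distal to promoter was 0.746. With CCMCACCC, a form without CpG that was chosen after the data were seen, the order was reversed, with odds ratios of 0.880 (0.845 to 0.916) in promoter and 0.995 (0.972 to 1.02) in distal regions and a ratio of 1.13 (1.08 to 1.19). The KLF consensus written backwards (CCCRCMCC), with the same bases in another order, gave 1.49 (1.43 to 1.54) in promoter and 1.09 (1.06 to 1.12) in distal regions, a ratio of 0.735 (0.702 to 0.769). AP1 showed the opposite order, with odds ratios of 2.34 (2.21 to 2.48) in promoter and 4.45 (4.34 to 4.56) in distal regions. For ETS these were 1.97 (1.88 to 2.06) and 2.13 (2.08 to 2.17). The MEF2 odds ratio was 1.28 (1.17 to 1.40) in promoter regions, opposite to the value of 0.925 (0.897 to 0.953) in distal regions. For NRF2 it was 0.989 (0.940 to 1.04) in promoter regions, where no difference from the windows was detected, and 1.23 (1.20 to 1.26) in distal regions. The differences between promoter and distal regions were not tested for these 4 motifs.

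The position of the matches within regions was examined after the shares had been seen. In distal regions, AP1 matches reached 1.09 per kb in the central 100 bp, against 0.177 per kb from 800 to 1000 bp away, a ratio of 6.15 (5.99 to 6.31). The ratio was 2.83 (2.749 to 2.903) for ETS and 1.32 (1.29 to 1.36) for KLF. In promoter regions KLF matches were the most frequent, at 1.84 per kb in the centre and 0.739 per kb outside, a ratio of 2.48 (2.40 to 2.58). MEF2 matches were depleted at the centre of distal regions, with a ratio of 0.473 (0.450 to 0.498), and of promoter regions, with a ratio of 0.318 (0.271 to 0.373). These ratios were not adjusted for base composition, which also changes towards the centre.

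**Figure D3:**
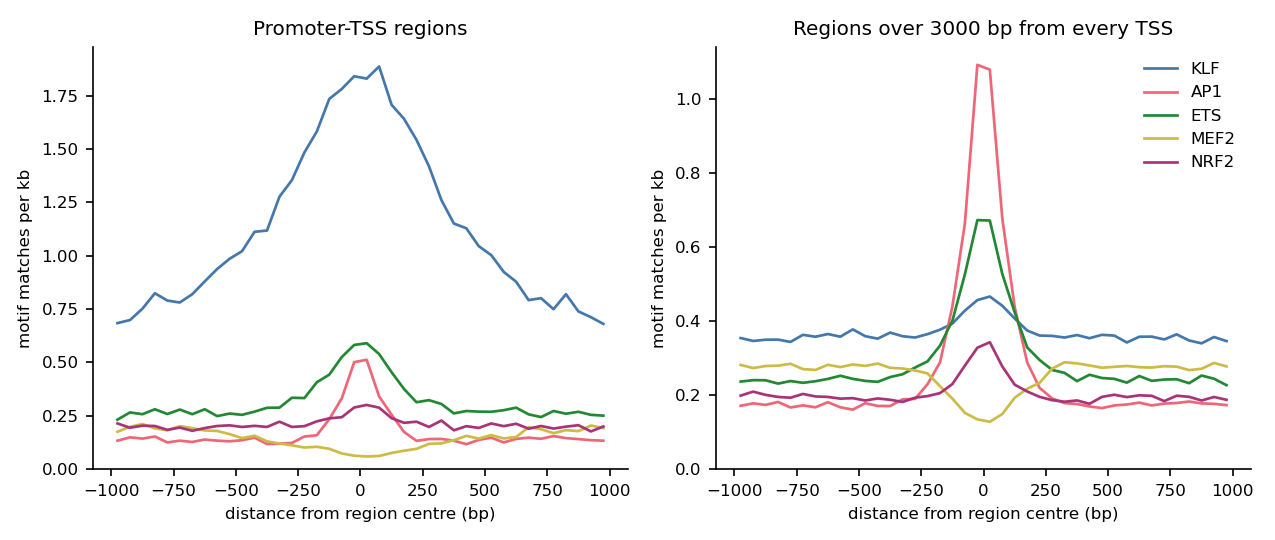
Motif matches per kb in bins of 50 bp against the distance from the region centre in bp, for promoter-TSS regions (left) and regions over 3000 bp from every TSS (right), with a line per motif. AP1 peaks at 1.09 per kb in distal centres, while KLF is the most frequent motif in promoter regions, at 1.84 per kb.

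The study describes a regulatory region 39 kb upstream of DUSP5, a phosphatase that inhibits ERK1/2 signaling. The DUSP5 TSS lies at position 112257665 of chromosome 10 (GRCh37, plus strand). Between 36 and 42 kb upstream the union set had 3 regions, all within introns of the divergent long non-coding RNA gene DUSP5-DT. The middle region, chromosome 10 from 112218125 to 112218814, was 690 bp wide with its centre 39.2 kb from the DUSP5 TSS and 8083 bp from the nearest annotated TSS, that of the pseudogene HMGB3P5. It held 1 KLF match, CCCCACCC at 112218403 to 112218410, 63 bp from its centre, in the reference sequence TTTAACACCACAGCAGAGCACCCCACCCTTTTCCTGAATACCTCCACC (112218383 to 112218430). It also held 1 ETS, 1 NRF2 and 0 AP1 matches. Among distal regions at least 590 bp wide, 26.7% held a KLF match. This share concerns consensus matches and does not test binding at the DUSP5 region. At its upstream DUSP5 region the study reported enrichment of KLF4 and of the chromatin remodeler BRG1. It also reported lower DUSP5 expression under laminar shear stress when that enhancer was silenced with guides aimed at predicted KLF motifs. The region from 112215816 to 112216190 (375 bp, 41.7 kb upstream) held the KLF match CCACACCC at 112215905 to 112215912. The region from 112219786 to 112220505 (720 bp, 37.5 kb upstream) held 0 KLF matches and 1 AP1 match.

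**Figure D4:**
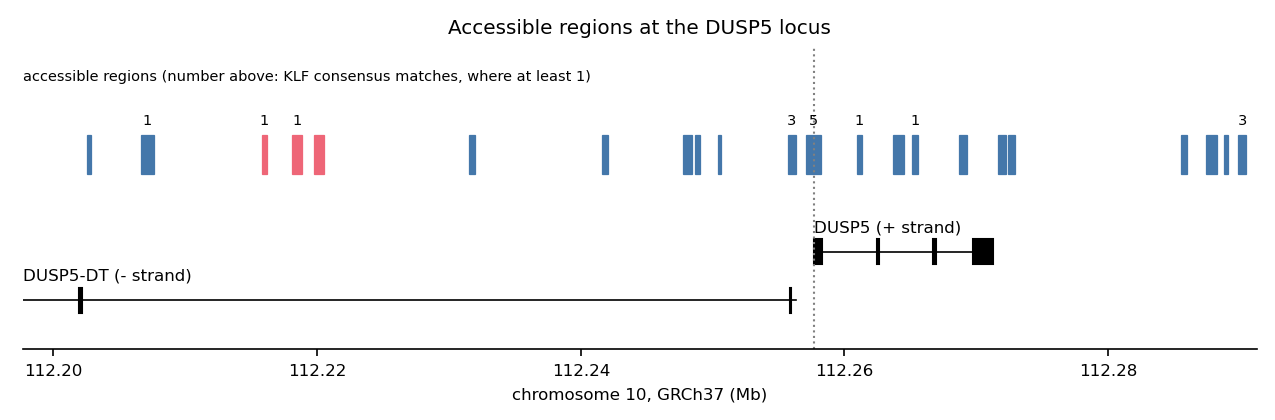
Map of the DUSP5 locus on chromosome 10 (GRCh37, position in Mb), with accessible regions as boxes, the number of KLF matches above those with at least 1, and the exons of the canonical transcripts of DUSP5 and DUSP5-DT as black boxes; the dotted line is the DUSP5 TSS. The 3 regions 36 to 42 kb upstream (red) lie within introns of DUSP5-DT.

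For the 13 genes followed by the study, the region nearest to each TSS was identified. In 12 of the 13 the TSS lay inside a region. The exception was NOS3 (TSS at 150688105 of chromosome 7). Its nearest region, from 150689846 to 150691003, lay 1741 bp away and was annotated as promoter through the TSS of another transcript. That region held 6 KLF matches. The exception therefore depends on the TSS chosen, and the study described the NOS3 promoter sites as highly accessible even in static culture. The KLF2 TSS (16435637 of chromosome 19) lay in a region of 1353 bp, from 16435074 to 16436426, with 4 KLF matches. The KLF4 TSS (110252050 of chromosome 9) lay in a region of 1032 bp, from 110251764 to 110252795, with 7 KLF matches. The DUSP5 TSS lay in a region of 1154 bp, from 112257065 to 112258218, with 5 KLF matches. The region at COL3A1 was the narrowest of the 13, at 291 bp, and held 0 KLF matches, as did those at SMAD5 and EDN1. The remaining 6 genes (ITGB4, ITGA6, DLL1, HYAL1, HES2 and BMPR2) had between 2 and 4 matches in this region.

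The number of regions within 50 kb of the TSS ranged from 9 at KLF4 to 24 at DUSP5, with a median of 17, and was above the median of all protein-coding genes for 9 of the 13. DUSP5 had more regions than 99.3% of protein-coding genes, and KLF2 and ITGB4, with 22 each, more than 98.0%. At KLF4 the 9 regions exceeded 36.7% of genes. Of the 211 regions around the 13 genes, 76 (36.02%, 29.8 to 42.7) held a KLF match. These genes were chosen by the study from its own data, so their position among all genes is not an independent test.

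The widest region of the set spanned 3211 bp on chromosome 6, from 130339325 to 130342535, with its centre in the promoter of L3MBTL3. The next were an intergenic region of 3094 bp on chromosome X (39871386 to 39874479) and a region of 2922 bp in an intron of TANC1 on chromosome 2 (159824329 to 159827250). Their GC contents were 62.4%, 67.3% and 60.1%, all above the mean of 49.1% over regions.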

Values the study reported

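The study reported that 3211 of 6890 regions that differed between laminar shear stress and static culture also differed between caMEK5 and GFP cells, with a correlation of the accessibility changes of r = 0.89. Transduction with caMEK5 raised KLF2 expression 14-fold and KLF4 expression 22-fold. The regulatory region upstream of DUSP5 was placed 39 Kb from the transcription start site.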

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

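Merging regions closer than 200 bp or using chromosomes 1 to 22 only left the number and the median width of regions close to the reported values. The promoter share depended more on definitions than on the choice of regions. It was 10.5% with protein-coding genes only, 17.3% when any overlap with a promoter counted, 31.4% with promoters of 3000 bp to either side, 16.5% among regions of at least 300 bp, 13.6% after merging, and 7.65% with the canonical transcript of each gene only, an alternative chosen after the data were seen. The shifts with protein-coding genes, with canonical transcripts and with 3000 bp follow from the number and length of the promoters used, and that with any overlap from the looser rule. The limit of 300 bp removes fewer promoter regions, whose lower quartile of width was 376 bp against 271 bp in introns. For merging, the cause was not tested. The share of regions within 100 kb of a TSS was 84.6% with protein-coding genes only, which have fewer TSS, and 98.2% among regions of at least 300 bp. Of 24 further alternatives for the shares in introns, between genes and within 1 or 10 kb of a TSS, 19 moved past the confidence interval, 11 of them downwards and 8 upwards.

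The AP1, ETS and NRF2 odds ratios stayed above 1 and that of MEF2 below 1 in all 6 alternatives run for each. They ranged from 2.70 to 5.65 for AP1, 2.07 to 2.72 for ETS, 1.17 to 1.52 for NRF2 and 0.450 to 0.959 for MEF2. These alternatives did not include promoter regions alone, where MEF2 and NRF2 departed from this, as given in the report. The KLF odds ratio kept its direction in 5 of 7 alternatives and was reversed in the others, to 0.944 with GC matched windows and to 0.921 with the consensus CCACRCCC. In promoter regions it was reversed to 0.849 with the consensus CCACRCCC. A test that bears on the reversals against GC matched windows is given under the other observations. It was not run against the windows 2000 bp away, so it does not cover the value of 0.921. The lower odds ratio of distal than promoter regions was kept in 4 of 5 alternatives. With the consensus CCMCACCC, which has no CpG and was chosen after the data were seen, the order was reversed. The odds ratio was then 0.880 in promoter regions, also a reversal, and 0.995 in distal regions, no longer distinguishable from 1, so that the distal value was 1.13 times that of promoters. Values that bear on this are also given there. The count of 3 regions upstream of DUSP5 was the same for 30 to 50 kb and for any annotated DUSP5 TSS. Around the 13 named genes, merging changed the number of regions within 50 kb by under 1.5 times for all 13, whereas 100 kb or 10 kb kept it within 1.5 times for 1 gene each, as the longer and shorter spans imply.

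No paired analysis was possible because the union set carries no value per sample, although both groups share the replicate letters A to C. For the same reason the planned count tests, other normalizations, fits without each replicate, comparisons of called with uncalled regions, and the restriction to the stronger regions were not run. A region found in a single sample could not be told from a region found in all 6, which limits every share given here.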

Other observations

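The tests on Alu repeats, on AP1 sites within NRF2 matches, on MEF2, on base composition as the cause of the KLF excess in distal regions, and on the identity of mitochondrial copies were chosen only after the pattern they concern had been seen. The same holds for the forms without CpG and for the comparison of AP1 matches by region width with GC matched windows. The other tests were fixed before their results were seen.

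The excess of KLF matches over neighbouring windows was followed by its reversal against GC matched windows, with an odds ratio of 0.944. Base composition is a candidate explanation for most of the excess. The KLF consensus written backwards (CCCRCMCC), which has the same bases in another order, was raised more than the motif itself. Its odds ratio was 2.32 (2.28 to 2.36) against neighbouring windows and 1.18 (1.16 to 1.20) against GC matched windows. The reversed word can overlap the motif at the same site, however, so its rise cannot separate base composition from KLF sites. GC-rich promoters alone were also weighed. The test fixed beforehand for promoters alone, distal regions against GC matched windows, gave an odds ratio of 0.857 and no excess, as promoters alone would predict. Distal regions nevertheless exceeded their neighbouring windows, with an odds ratio of 1.24 (1.22 to 1.27), which promoters alone could not produce. Base composition remains a candidate explanation for the value of 1.24. It does not predict a value below 1 against GC matched windows, which is taken up in the next paragraph. The higher KLF odds ratio of promoter than distal regions may also belong to composition. The reversed consensus showed it too, with 1.49 and 1.09, but it shares matches with the motif. The form without CpG did not show it, with 0.880 and 0.995. Which regions gained accessibility with caMEK5 was not analysed here, and a KLF excess within those regions stays open.

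A share below that of GC matched windows was unexpected, because base composition alone predicts no difference. Alu repeats may contribute, as their conserved sequence has stretches that resemble CCACRCCC. A pair of region and window was left out if either had an Alu word (GGGAGGCYGAGG, GGCTAATTTTT or CAGGCTGGAGTGCA) within 150 bp. Such words occurred at 26.2% of GC matched windows and 12.3% of regions. In the 121043 remaining pairs the KLF odds ratio rose to 1.10 (1.08 to 1.12), and in distal regions to 1.03 (1.002 to 1.059). For the stricter consensus CCACRCCC it rose from 0.698 to 1.02 (0.993 to 1.06). In promoter regions the odds ratio of CCACRCCC rose from 0.849 to 0.960 (0.904 to 1.02), no longer distinguishable from 1. AP1 moved less, from 4.02 to 3.87. The deficit of matches to CCMCRCCC and CCACRCCC over all regions may therefore reflect the repeat content of the windows. The reversed consensus fell from 1.18 to 1.06 (1.04 to 1.08) in the same pairs, with an interval that overlaps that of the motif. In promoter regions the motif rose to 1.32 (1.26 to 1.38), while the reversed consensus was at 1.39 (1.33 to 1.46). The form without CpG, CCMCACCC, changed little over all pairs, from 0.965 to 0.978 (0.956 to 1.0005). In promoter regions it went from 0.880 to 0.854 (0.813 to 0.897), so Alu words do not account for its deficit there. Its reversed form, CCCACMCC, shared this promoter deficit, with 0.928 in all pairs and 0.859 (0.817 to 0.903) in pairs without an Alu word. In distal regions the reversed consensus CCCRCMCC fell to 0.950 (0.922 to 0.979), below the motif. In the same pairs CCCACMCC was at 0.919 (0.890 to 0.950) in distal regions, against 1.02 (0.991 to 1.05) for CCMCACCC. Over all regions it was at 0.905 (0.884 to 0.927), also below CCMCACCC. A slight preference for the KLF order is thus not excluded in distal regions or over all regions. Before pairs with an Alu word were left out, both reversed forms were above their motifs in these sets.

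For AP1 and ETS, base composition was argued against as the whole cause. Their odds ratios against GC matched windows were 4.02 and 2.07, while the reversed consensus gave 1.29 (1.26 to 1.33) and 1.09 (1.07 to 1.11). The deficit of MEF2 matches behaved differently. It shrank to an odds ratio of 0.959 against GC matched windows, and the reversed consensus was lowered more than the motif against neighbouring windows, at 0.427 (0.417 to 0.437). Against GC matched windows the reversed consensus stayed at 0.873 (0.848 to 0.898), so matching on GC content did not remove the deficit of a word of the same bases. Most of the MEF2 deficit is consistent with the lower AT content of the regions, and what remained was not specific to the MEF2 order. In promoter regions MEF2 matches exceeded GC matched windows, with an odds ratio of 1.28, although they were depleted at the region centres. This excess was not examined further.

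Part of the NRF2 excess may come from AP1 sites, since the sequence RTGACTCAGC matches both consensus sequences. Matches of this shared form were in 1.57% of regions and 0.253% of GC matched windows, an odds ratio of 6.28 (5.69 to 6.92). Without them the NRF2 odds ratio fell from 1.17 to 1.04 (1.02 to 1.07). This stayed above 1, but only exact matches to the shared form were removed, and no reversed NRF2 consensus was compared. Whether AP1 sites were the whole of the excess therefore cannot be decided from it. In promoter regions the odds ratio without them was 0.931 (0.884 to 0.980), and in distal regions it was 1.08 (1.05 to 1.11). Whether NRF2 itself binds the shared sites was not tested.

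The share of distal regions with an AP1 match rose with region width, from 15.8% among regions of 150 to 269 bp to 33.8% among regions of at least 590 bp. Within the central 200 bp it first rose and then fell, with 15.4% (15.1 to 15.8) among regions of 150 to 269 bp, 18.1% (17.7 to 18.5) among those of 270 to 393 bp, 16.5% (16.1 to 16.9) among those of 394 to 589 bp and 13.9% (13.5 to 14.3) among those of at least 590 bp. The odds ratio between the widest and the narrowest group was 0.885 (0.847 to 0.924). The rise over whole regions between these groups therefore came from matches outside the central 200 bp, which goes with longer regions having more bases. Bases alone did not give the full height, in a comparison added later. In GC matched windows of the same widths the share rose from 3.22% to 11.5%. Outside the central 200 bp, the widest regions had a match in 22.9% and their windows in 8.81%, an odds ratio of 3.07 (2.93 to 3.22). ETS and KLF matches in the central 200 bp were more frequent in the widest than in the narrowest group, with odds ratios of 1.27 (1.21 to 1.34) and 1.15 (1.09 to 1.22), for which no explanation was tested.

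A vector with a MAP2K5 (MEK5) cDNA could leave regions on the exons of the gene if its reads aligned there. Of 14 coding exons of MAP2K5 over 2000 bp from every TSS, 0 overlapped a region (0%), whereas the 95th percentile of 7123 genes was 20%. No sign of vector reads in the set was thus seen, although 4465 of the 7123 genes also had 0 such exons with a region. Reads of a cDNA that cross exon junctions might not align to the genome, so carry-over is not excluded. A cDNA of another species might not align either, and the species of the cDNA was not examined here.

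Nuclear copies of mitochondrial DNA overlapped a region more often than windows 10000 bp to each side. The counts were 7 of 73 copies (9.59%, 4.72 to 18.5) and 4 of 144 windows (2.78%, 1.09 to 6.92), an odds ratio of 3.71 (1.05 to 13.1, two-sided Fisher's exact test, p = 0.0462). Mitochondrial reads placed on nuclear copies would need copies of high identity. The copies that overlapped a region had identities of 80% to 86.4% to the mitochondrial sequence, and 0 of the 16 copies with an identity of at least 90% overlapped one, which allows a share of up to 18.8%. Misplaced mitochondrial reads are thus an unlikely source of these 7 overlaps. With so few copies, the difference itself is weak, and no biological explanation was tested.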
